A study of Arabidopsis thaliana with 18 samples. Its data were reported in "Coordinated bacterial and plant sulfur metabolism in Enterobacter sp. SA187–induced plant salt stress tolerance" (2021).

How the data were processed

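PolyA RNA of shoots and roots was sequenced from 18 libraries of Arabidopsis thaliana Col-0, 3 biological replicates in each of 6 groups, on a HiSeq 4000. Plants germinated for 5 days and then grew for 16 days with 100 mM NaCl, alone, with SA187, or with 100 nM ACC or KMBA. Per the labels, the authors checked reads with FastQC 0.11.5, trimmed them with Trimmomatic 0.36 and aligned them to TAIR10 with TopHat. The FPKM values analysed here were made by the authors with Cufflinks 2.2.1, 1 value per gene and library, with no scaling between libraries stated. Whether strand was used is not given in the sources used here. The number of reads per library cannot be recovered from FPKM, so precision is described by the spread between libraries alone.

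All 27371 genes of the table were read, and gene names, transcript lengths and GC content were taken by locus ID from a reference of the assembly TAIR10.1, which matched 26703 IDs. Groups followed the labels. Genes with at least 1 FPKM in at least 3 libraries of a fit were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend), 2-sided, with Benjamini-Hochberg adjustment over all tested genes. A fold change on this scale understates the change of genes with low values. The 4 shoot groups formed 1 fit, the root groups another, and the ACC and KMBA groups of both organs 1 more, used for the organ difference and for roots against shoots. A gene was called at adjusted p under 0.05 and a fold over 2, except for the organ difference, where the adjusted p alone was used. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

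Gene lists, 25 in number, were fixed from general knowledge: sulfate uptake and assimilation, sulfur deficiency markers, methionine and its salvage, aliphatic and indolic glucosinolates, ethylene synthesis and signaling, ethylene response, jasmonate, salicylate, pattern-triggered immunity, abscisic acid and dehydration, photosynthesis, reactive oxygen and glutathione, senescence, anthocyanin and flavonol synthesis, iron, phosphate, clock, heat shock, hypoxia, cell division, root hairs, root markers, flower markers and reference genes. Lists with at least 3 measured members were tested with limma's camera at a preset correlation of 0.01 and again with the correlation estimated from the data, adjusted over 210 tests. With camera 70 passed, and with the estimated correlation 0 (smallest adjusted p = 0.202), while limma's rotation test fry passed 70. Counts within a list were also made with p adjusted over its members alone.

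Genes were named by a rule: in each main comparison the 6 largest rises and 6 largest falls among called genes with a mean of at least 5 FPKM in the higher group and no overlap between libraries, up to 4 members with the lowest p from each list described, and 19 genes named by the study. Genes outside the rule are said to be chosen after their values were seen. Comparisons, tests, the naming rule and the alternatives were chosen before the data were examined, except the tests of technical explanations, the other splits of the samples, subtraction of the length and GC trend and treating isolated zeros as missing, which were added later. The trend was a lowess curve (span 0.3) of each library's deviations on log2 transcript length and then on GC content. Zeros beside values of at least 10 FPKM in the other libraries of the group numbered 43 in 27 genes, 14 of them under 300 nt.

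Other alternatives were a pseudocount of 0.1, no filter, median-ratio scaling, eBayes without a trend, only the 2 groups compared, the sequencing pool as a covariate, the replicate number as a block, and leaving out each library. Shared controls were examined with 100 simulations of unchanged groups. The calls were tested on simulated data: of genes changed by 1.5, 2 and 3 on the log2 scale, 95.5, 97.0 and 95.5% were recovered for SA187 against WT shoots with 2 false calls among 15724 genes, and 97.0, 97.0 and 98.5% for ACC against KMBA roots with 1 among 17169. The simulated noise was normal, independent between genes and of equal spread in all groups. It lacked the wider spread of the WT libraries and trends shared by many genes, so these rates may not hold for the real data. Each root group had its own pool and lane, and all WT and SA187 libraries were in pool 1. Roots other than those given ACC or KMBA were not analysed here.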

Results

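The 18 libraries came from polyA RNA of Arabidopsis thaliana Col-0 plants that were 21 days old and had spent the last 16 days on medium with 100 mM NaCl. They formed 6 groups of 3 biological replicates. Shoots were taken from plants without bacterium or compound (WT), from plants colonised by SA187, a root-dwelling Enterobacter strain that raises salt tolerance, and from plants supplied with 100 nM ACC or 100 nM KMBA. Roots were taken from ACC and KMBA plants, and these were the root groups analysed here. ACC is the compound that plants oxidise to ethylene, whereas KMBA is a keto acid related to methionine that SA187 produces. Expression values were FPKM, so the number of reads behind each value is unknown. Summed FPKM per library ran from 357506 to 633792, and between 14470 and 17212 of 27371 genes reached 1 FPKM.

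Replicates within a group correlated across genes at Pearson r from 0.975 to 0.992 on the log2 scale, except the WT shoots, where r ran from 0.920 to 0.963 (genes are not independent replicates). WT replicates 1 and 3 also stood apart on 2 other measures, and WT replicate 2 lay near the SA187 libraries on both. The first principal component of the shoots (38.7% of variance) held WT replicates 3, 1 and 2 at -66.6, -38.5 and -9.46 and SA187 replicate 1 at -6.37. The slope of expression on log2 transcript length averaged -0.16 ± 0.20 in WT, -0.0052 ± 0.046 in SA187, 0.076 ± 0.049 in KMBA and 0.085 ± 0.020 in ACC shoots (mean ± SD, n = 3), and WT replicates 1, 2 and 3 had -0.12, 0.020 and -0.37. All 3 WT libraries differed from the other shoots in their smallest values above 0. These were FPKM multiplied by transcript length in kb, taken at the lowest 5% of values above 0 for genes between 500 and 3000 nt. They lay between 0.115 and 0.136 in WT and between 0.0356 and 0.0581 in the other shoots. In this measure the WT group differed as a whole from every group set against it. The measure also rises where a library has fewer reads. Read numbers are unknown, so a lower depth of the WT libraries stays open. In what follows, values are mean ± SD of 3 libraries, log2 stands for the log2 fold change with its SE, and adjusted p is limma's after Benjamini-Hochberg adjustment. A gene rose or fell where adjusted p was under 0.05 and the fold, on the log2(FPKM + 1) scale, was over 2, and a fold of the FPKM means can be larger. P-values measure only the spread between these samples.

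Transcripts of anthocyanin and flavonol synthesis were lower in SA187-colonised than in WT shoots of salt-grown plants: 8 of 10 measured genes fell and 0 rose. LDOX (AT4G22880), which makes anthocyanidins, was at 13.9 ± 4.47 against 78.9 ± 36.7 FPKM (log2 -2.34, SE 0.35, adjusted p = 0.0101). DFR (AT5G42800), the preceding enzyme of that branch, fell from 44.7 ± 24.0 to 9.15 ± 2.85 FPKM, the flavonoid hydroxylase gene TT7 (AT5G07990) from 5.61 ± 2.14 to 1.77 ± 0.688 FPKM, and 5MAT (AT3G29590), whose product attaches malonyl groups to anthocyanins, from 14.4 ± 4.58 to 4.55 ± 1.22 FPKM. Adjusted over the list alone, 9 of 10 genes fell. The list median was -1.32 (camera, adjusted p = 3.15e-08, and adjusted p = 0.387 with an estimated correlation). Subtracting each library's trend on transcript length and GC content left the median at -1.39 with 8 genes lower. The number lower was 7, 3 and 0 without SA187 replicates 1, 2 and 3 and 1, 10 and 3 without WT replicates 1, 2 and 3. As for every comparison with WT, the 3 WT libraries also lay apart in their smallest values.

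A few photosynthesis and iron genes fell as well. In the photosynthesis list 5 of 40 genes fell and 1 rose, and those that fell included genes of the antenna of photosystem II. LHCB2.2 (AT2G05070) was at 34.3 ± 5.14 against 173 ± 73.9 FPKM (log2 -2.20, SE 0.27, adjusted p = 0.00937) and LHCB2.1 (AT2G05100) at 36.1 ± 6.31 against 160.1 ± 59.6 FPKM (log2 -2.05, SE 0.25, adjusted p = 0.00937). LHCB3 (AT5G54270) fell by 1.65 and LHCB1.1 (AT1G29920) by 2.77 on the log2 scale, and values of such near-identical LHCB copies are uncertain because reads can be shared between them. As a set the list did not pass (median -0.075, camera adjusted p = 0.298). Among iron deficiency and storage genes, 3 of 7 fell. These were IMA2 (AT1G47395) and IMA1 (AT1G47400), which encode short peptides that promote iron uptake, and BHLH100 (AT2G41240), a transcription factor gene of the same response. IMA2 was at 3.39 ± 1.69 against 48.9 ± 26.0 FPKM (log2 -3.47, SE 0.50, adjusted p = 0.0101), and BHLH100 at 0.498 ± 0.392 against 3.12 ± 1.54 FPKM (log2 -1.42, SE 0.28, adjusted p = 0.0210). The ferritin gene FER4 (AT2G40300) was at 4.17 ± 0.579 against 5.81 ± 2.09 FPKM and did not pass (adjusted p = 0.418). The iron list had a median of -0.36 and a mean of -1.13 (camera, adjusted p = 0.0311, and adjusted p = 0.384 with an estimated correlation). All 3 still passed once the length and GC trend was subtracted, IMA2 at -2.92, IMA1 at -2.02 and BHLH100 at -1.20 on the log2 scale. The number of iron genes lower was 3, 1 and 0 without SA187 replicates 1, 2 and 3 and 2, 3 and 2 without WT replicates 1, 2 and 3, and the iron median was -0.13 without WT replicate 1. For photosynthesis genes the number lower was 5, 5 and 2 without SA187 replicates 1, 2 and 3 and 5, 7 and 4 without WT replicates 1, 2 and 3, and the number higher 2, 0 and 0 without SA187 replicates 1, 2 and 3 and 0, 2 and 0 without WT replicates 1, 2 and 3.

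Defense, dehydration and clock genes were mostly lower with SA187, though few passed both thresholds. Of 17 salicylate and systemic defense genes 1 fell, or 5 adjusted over the list alone, and 15 had a negative fold change. NIMIN2 (AT3G25882), a regulator of the salicylate receptor pathway, was at 11.5 ± 3.23 against 28.2 ± 14.7 FPKM (log2 -1.14, SE 0.29, adjusted p = 0.0388). WRKY53 (AT4G23810) was at 1.93 ± 0.237 against 5.03 ± 1.98 FPKM with a log2 fold change of -0.99 that stayed under 2-fold. The list median was -0.67 (camera, adjusted p = 0.00219, and adjusted p = 0.504 with an estimated correlation). Among abscisic acid, salt and dehydration genes 4 of 28 fell, including the cold and drought genes COR15B (AT2G42530) (123 ± 9.29 against 252 ± 63.4 FPKM) and KIN1 (AT5G15960) (1.46 ± 0.742 against 8.97 ± 6.41 FPKM) and the abscisic acid marker RD29B (AT5G52300) (2.46 ± 0.790 against 7.03 ± 2.18 FPKM). The caleosin gene RD20 (AT2G33380) was higher at 11.4 ± 1.1 against 5.32 ± 0.392 FPKM with a log2 fold change of 0.97, under 2-fold (list median -0.29, camera adjusted p = 0.0143, and adjusted p = 0.659 with an estimated correlation). All 6 measured clock genes had negative fold changes and none passed the fold threshold (median -0.61, camera adjusted p = 0.000228, and adjusted p = 0.363 with an estimated correlation). The evening gene ELF4 (AT2G40080) was at 72.3 ± 8.12 against 145 ± 30.2 FPKM (log2 -0.98) and PRR7 (AT5G02810) at 3.86 ± 0.580 against 7.80 ± 0.903 FPKM (log2 -0.86). NIMIN2 and COR15B no longer passed once the length and GC trend was subtracted, and RD20 then did. The salicylate median was then -0.40 with 0 genes lower, and 2 dehydration genes were lower. The number of dehydration genes lower was 2, 1 and 0 without SA187 replicates 1, 2 and 3 and 1, 7 and 1 without WT replicates 1, 2 and 3. For salicylate genes it was 1, 0 and 0 without SA187 replicates 1, 2 and 3 and 0, 6 and 0 without WT replicates 1, 2 and 3. Without WT replicate 3 the salicylate median was -0.29 and the dehydration median -0.095, and without WT replicate 2 the latter was -0.43. Without SA187 replicate 1 or WT replicate 2, 1 clock gene passed.

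Jasmonate genes went both ways: 3 of 25 rose and 2 fell, or 4 and 2 adjusted over the list alone (median 0.43, camera adjusted p = 0.116). The jasmonate synthesis gene LOX3 (AT1G17420) was at 50.2 ± 6.16 against 16.3 ± 12.5 FPKM (log2 1.83, SE 0.43, adjusted p = 0.0332), and JAR1 (AT2G46370), which makes the active jasmonoyl-isoleucine, at 36.9 ± 4.14 against 17.1 ± 6.81 FPKM (log2 1.12, SE 0.25, adjusted p = 0.0275). CYP94C1 (AT2G27690), which oxidises that hormone, fell to 10.4 ± 2.25 against 24.8 ± 6.93 FPKM, and the repressor genes JAZ1 (AT1G19180) and JAZ5 (AT1G17380) had log2 fold changes of -0.93 and -0.76, the latter -0.49 (adjusted p = 0.121) after the length and GC trend was subtracted. The number of jasmonate genes higher was 0, 0 and 0 without SA187 replicates 1, 2 and 3 and 0, 6 and 0 without WT replicates 1, 2 and 3, and the number lower 1, 0 and 0 without SA187 replicates 1, 2 and 3 and 0, 2 and 2 without WT replicates 1, 2 and 3, or 1 after that subtraction. The list median was 0.27 without SA187 replicate 3 and 0.25 without WT replicate 3. The largest rises by the naming rule also held AT1G66100 (2.03), XTH25 (AT5G57550) (1.63), AT5G65609 (2.76) and AT5G40450 (1.62), whose transcript is 9194 nt long. AT5G04790 was listed at 0 in each WT library and at 27.9, 12.6 and 3.20 FPKM in SA187 replicates 1, 2 and 3. AT5G65609 was listed at 0 in WT replicates 1 and 2. The largest falls held, besides the IMA genes and LHCB1.1, AT4G02170 (-2.91), AT2G18193 (-2.72) and the blue copper protein gene BCB (AT5G20230) (-2.50).

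None of the sulfur genes passed in SA187 shoots. Of 25 measured genes of sulfate uptake and assimilation 2 passed the adjusted p with a fold under 2: the vacuolar sulfate exporter gene SULTR4;1 (AT5G13550) at 11.1 ± 0.608 against 6.65 ± 0.605 FPKM (log2 0.66, SE 0.14, adjusted p = 0.0251), and the cysteine synthase gene OASB (AT2G43750) at 17.3 ± 4.45 against 10.0 ± 1.4 FPKM (log2 0.71, SE 0.17, adjusted p = 0.0344). The sulfate transporter gene SULTR1;2 (AT1G78000) was at 3.96 ± 0.968 against 7.68 ± 3.55 FPKM (log2 -0.74, SE 0.28, adjusted p = 0.126), and the reductase genes APR2 (AT1G62180) and SIR1 (AT5G04590) at 145 ± 2.92 against 159 ± 32.4 FPKM and 69.4 ± 4.95 against 56.1 ± 5.69 FPKM. Among 10 sulfur deficiency markers 7 had negative fold changes and 0 passed, also adjusted over the list alone. LSU2 (AT5G24660), of a small family induced by low sulfur, was at 70.5 ± 11.9 against 130.3 ± 36.1 FPKM (log2 -0.85, SE 0.27, adjusted p = 0.0797). SDI2 (AT1G04770) was at 14.6 ± 1.54 against 27.9 ± 5.50 FPKM (log2 -0.88, SE 0.25, adjusted p = 0.0618) and LSU1 (AT3G49580) at 15.2 ± 3.25 against 34.8 ± 23.8 FPKM (log2 -0.93, SE 0.47, adjusted p = 0.224). List medians were 0.039 for sulfate uptake (camera, adjusted p = 0.0846) and -0.36 for the deficiency markers (camera, adjusted p = 0.419). The lists share 3 genes, and each holds 6 that the study names. Some of these, such as SIR1 and SDI1, it took from its transcriptomes of these plants, so they are not independent evidence of a direction. The deficiency median was -0.19 and -0.18 without WT replicates 1 and 3, and -0.15 once the length and GC trend was subtracted. Without WT replicate 2, SULTR1;2, LSU1, LSU2 and SDI2 passed, at log2 fold changes of -1.05, -1.45, -1.03 and -1.04. Of the other study genes, LQY1 (AT1G75690) (log2 0.92, SE 0.22, adjusted p = 0.0335) and CHAT (AT3G03480) (log2 0.74, SE 0.18, adjusted p = 0.0366) passed the adjusted p under 2-fold. ETR1 (AT1G66340), EIN3 (AT3G20770), EIL1 (AT2G27050), SLIM1 (AT1G73730), APK1 (AT2G14750), APK2 (AT4G39940), FRY1 (AT5G63980), SDI1 (AT5G48850), GGCT2;1 (AT5G26220), LSU3 (AT3G49570) and LSU4 (AT5G24655) did not pass. EIL2 did not reach the expression filter in any comparison.

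Across 15724 tested genes, 254 passed between SA187 and WT shoots, 37 higher and 217 lower. The median fold change was 0.24 for 630 transcripts over 4000 nt and -0.25 for 538 under 700 nt. Single libraries weighed heavily on the count: 237, 48 and 12 genes passed without SA187 replicates 1, 2 and 3, and 53, 725 and 101 without WT replicates 1, 2 and 3. A fit of these 6 libraries alone gave 10 genes, and subtracting the length and GC trend gave 205 (62 higher and 143 lower), of which 167 were among the 254. Of 26 named genes that passed, 9, 16 and 24 no longer did without SA187 replicates 1, 2 and 3, and 18 and 12 without WT replicates 1 and 3, while LHCB2.1 and LHCB2.2 passed in each case.

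**Figure D1:**
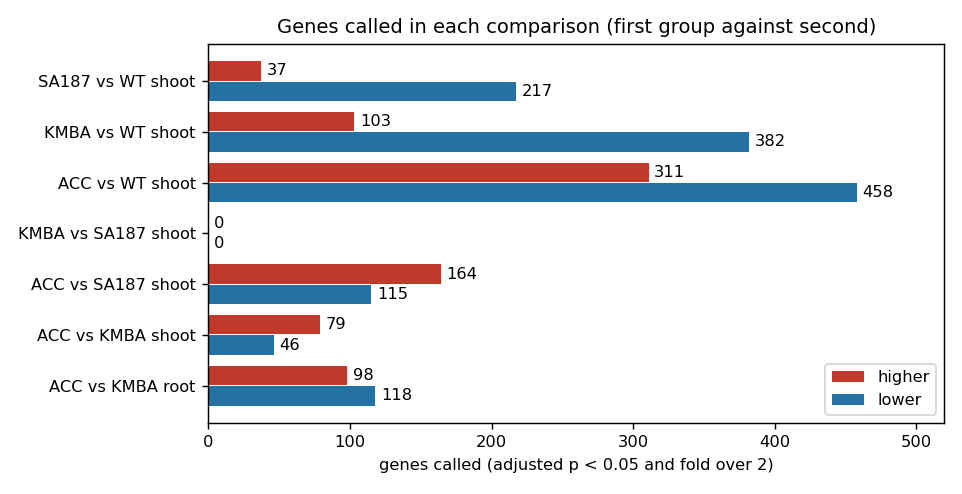
Number of genes higher and lower in each comparison (horizontal axis, genes with adjusted p under 0.05 and a fold over 2, limma on FPKM). SA187, KMBA and ACC shoots had 254, 485 and 769 genes against WT, KMBA and SA187 shoots 0, and ACC and KMBA differed by 125 genes in shoots and 216 in roots.

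KMBA was tested as a candidate mediator of the SA187 effect. The same anthocyanin list was lower in KMBA than in WT shoots, where 9 of 10 genes fell, and 9 adjusted over the list alone. LDOX was at 16.6 ± 0.542 against 78.9 ± 36.7 FPKM (log2 -2.05, SE 0.35, adjusted p = 0.00574) and the flavonol synthase gene FLS1 (AT5G08640) at 5.14 ± 0.880 against 14.0 ± 3.94 FPKM (log2 -1.26, SE 0.24, adjusted p = 0.00848). F3H (AT3G51240), an early enzyme of both branches, fell from 21.6 ± 7.64 to 7.25 ± 0.784 FPKM. The list had a median of -1.32 (camera, adjusted p = 1.08e-06, and adjusted p = 0.422 with an estimated correlation), and -1.34 with 9 genes lower after the length and GC trend was subtracted. The number lower was 6 without WT replicate 1, WT replicate 3 or KMBA replicate 2. The iron peptides fell too, with IMA1 at 1.41 ± 0.396 against 25.3 ± 11.4 FPKM (log2 -3.37, SE 0.53, adjusted p = 0.00481) and IMA2 at 3.57 ± 1.78 against 48.9 ± 26.0 FPKM (log2 -3.39, SE 0.50, adjusted p = 0.00424). So did the zinc finger gene ZF1 (AT5G67450) (-2.55), AT1G13609 (-3.40), AT4G26290 (-2.68) and AT4G27654 (-2.64).

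Salicylate genes fell in larger number than with SA187 at the same thresholds, 6 of 17 and 7 adjusted over the list alone, although no gene differed between the treatments when they were tested against each other. WRKY53, a defense and senescence regulator, was at 1.4 ± 0.137 against 5.03 ± 1.98 FPKM (log2 -1.28, SE 0.20, adjusted p = 0.00455) and NIMIN2 at 7.38 ± 1.08 against 28.2 ± 14.7 FPKM (log2 -1.70, SE 0.29, adjusted p = 0.00557). WRKY18 (AT4G31800) was at 65.0 ± 14.1 against 136 ± 31.3 FPKM (log2 -1.05, SE 0.22, adjusted p = 0.0117), and SAG101 (AT5G14930) passed the adjusted p under 2-fold (-0.72). The median of the list was -1.04 (camera, adjusted p = 5.91e-05, and adjusted p = 0.422 with an estimated correlation). The number lower was 4, 3 and 3 without KMBA replicates 1, 2 and 3 and 5, 10 and 3 without WT replicates 1, 2 and 3, and the median was -0.56 without WT replicate 3. Of 28 abscisic acid and dehydration genes 4 fell, 4 adjusted over the list alone, among them the dehydrin gene RAB18 (AT5G66400) at 34.0 ± 2.2 against 81.8 ± 33.7 FPKM (log2 -1.15, SE 0.25, adjusted p = 0.0135). NCED3 (AT3G14440), the gene of a limiting step of abscisic acid synthesis, was at 0.761 ± 0.0497 against 1.98 ± 0.517 FPKM, with a log2 fold change of -0.74 that stayed under 2-fold. The median was -0.34 (camera, adjusted p = 0.00162, and adjusted p = 0.603 with an estimated correlation), and the number lower was 4, 1 and 2 without KMBA replicates 1, 2 and 3 and 3, 6 and 2 without WT replicates 1, 2 and 3. Without WT replicate 3 this median was -0.22, and 1 gene was higher without KMBA replicate 2. ELF4 was the clock gene that fell, at 60.8 ± 6.69 against 145 ± 30.2 FPKM (log2 -1.23, SE 0.17, adjusted p = 0.00307). PRR7, GI (AT1G22770) and TOC1 (AT5G61380) had log2 fold changes of -0.76, -0.59 and -0.52 (list median -0.58, camera adjusted p = 0.000708, and adjusted p = 0.384 with an estimated correlation). WRKY18 and ELF4 no longer passed after the length and GC trend was subtracted, while NCED3 and GI then did, and 1 dehydration gene was then higher. WRKY18 was also lost without KMBA replicate 1, WT replicate 1 or WT replicate 3, and RAB18 without KMBA replicate 2 or WT replicate 1.

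In the sulfur deficiency list 2 of 10 markers fell with KMBA, and 2 adjusted over the list alone. LSU2 was at 41.3 ± 4.45 against 130.3 ± 36.1 FPKM (log2 -1.61, SE 0.27, adjusted p = 0.00559) and SDI2 at 9.78 ± 1.76 against 27.9 ± 5.50 FPKM (log2 -1.41, SE 0.25, adjusted p = 0.00672), and both passed without any single library and after subtraction of the length and GC trend. LSU1, at 12.4 ± 3.98 against 34.8 ± 23.8 FPKM (log2 -1.23, SE 0.47, adjusted p = 0.0777), did not pass, but did so without WT replicate 2 (-1.75), and LSU3 was at 17.1 ± 4.45 against 44.1 ± 23.5 FPKM (log2 -1.22, SE 0.50, adjusted p = 0.0984). Across the list the median was -0.55 (camera, adjusted p = 0.111), and -0.34 after that subtraction. LSU transcripts are 708 to 823 nt long. No gene of sulfate uptake and assimilation passed the fold threshold, and 5 were higher and 1 lower on adjusted p alone (median 0.030, camera adjusted p = 0.419). Without KMBA replicate 1, 1 gene was lower by both thresholds, and without WT replicate 1, 1 was higher. Those on adjusted p included OASB (0.92), SULTR4;1 (0.74), SULTR3;3 (AT1G23090) (0.53), SULTR4;2 (AT3G12520) (0.81) and SIR1 at 79.7 ± 4.25 against 56.1 ± 5.69 FPKM. SIR1 no longer passed the adjusted p after the length and GC trend was subtracted (0.50 before, 0.18 with adjusted p = 0.352 after). SULTR1;2 (-0.58), APR2 (-0.28), APK1 (-0.20) and APK2 (-0.080) did not pass. LQY1, a chloroplast protein gene of photosystem II repair, rose to 33.1 ± 7.79 against 14.7 ± 1.21 FPKM (log2 1.1, SE 0.22, adjusted p = 0.00899), a call that ended without KMBA replicate 3.

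No ethylene response gene passed as higher with KMBA. Of 12 measured, 0 rose and 1 fell, also adjusted over the list alone: ERF2 (AT5G47220), at 10.7 ± 4.46 against 25.3 ± 4.76 FPKM (log2 -1.23, SE 0.28, adjusted p = 0.0156), which was lost without KMBA replicate 2 or WT replicate 1. EBF2 (AT5G25350), a direct target of the ethylene transcription factors, was at 24.8 ± 1.35 against 19.0 ± 0.664 FPKM (log2 0.37, SE 0.12, adjusted p = 0.0474), and at 0.16 (adjusted p = 0.423) after the length and GC trend was subtracted. ERF6 (AT4G17490) had a log2 fold change of -0.92 and ERF5 (AT5G47230) of -0.63, and EIN3, EIL1, ETR1 and SLIM1 had log2 fold changes of 0.33, 0.17, 0.13 and 0.23 without passing. The list median was -0.47 (camera, adjusted p = 0.439), and 3 genes were lower without WT replicate 2. Without WT replicate 3 the median was -0.29. The largest rises held AT5G40450 at 87.9 ± 18.8 against 10.4 ± 5.60 FPKM (log2 3.04, SE 0.32, adjusted p = 0.00208). The others were short transcripts with zeros in WT, led by AT5G14560 (5.72) and AT3G01319 (5.22). These were listed at 0 in each WT library. In KMBA replicates 1, 2 and 3 they were at 36.1, 64.5 and 59.7 and at 19.8, 58.1 and 41.3 FPKM. AT5G04790 was at 0 against 6.58, 10.8 and 1.78 FPKM, and AT5G04238 and AT3G14981 were at 0 in WT replicates 1 and 3. AT5G14560, AT5G04790 and AT3G14981 did not pass in every leave-out.

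In all, 485 of 15724 genes passed between KMBA and WT shoots, 103 higher and 382 lower. The median fold change was 0.41 above 4000 nt and -0.33 below 700 nt. The number higher was 222 without WT replicate 2, 67 without KMBA replicate 2 and 59 without KMBA replicate 3, and the number lower 765 without WT replicate 2 and 209 without WT replicate 3. Subtracting the length and GC trend gave 368 genes, 142 higher and 226 lower, 275 of them among the 485. A fit of these 6 libraries alone gave 292, of which 291 were shared.

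ACC shoots were compared with WT to see whether they responded to the ethylene precursor, and some transcripts of ethylene perception and its feedback were higher. Among 12 ethylene response genes 4 rose and 1 fell, and 5 rose adjusted over the list alone. EBF2, an F-box gene that restrains ethylene signaling, was at 54.4 ± 8.27 against 19.0 ± 0.664 FPKM (log2 1.46, SE 0.12, adjusted p = 4.56e-05). The receptor genes ETR2 (AT3G23150) and ERS2 (AT1G04310) were at 2.81 ± 0.836 against 0.389 ± 0.154 FPKM (log2 1.44, SE 0.15, adjusted p = 0.000151) and at 3.50 ± 0.449 against 1.14 ± 0.0738 FPKM (log2 1.07, SE 0.10, adjusted p = 8.60e-05). The defense regulator ORA59 (AT1G06160) was at 3.02 ± 0.957 against 0.430 ± 0.112 FPKM (log2 1.47, SE 0.19, adjusted p = 0.000436). The kinase gene CTR1 (AT5G03730), of the synthesis and signaling list, rose from 3.10 ± 0.460 to 8.46 ± 0.845 FPKM (log2 1.21, SE 0.13, adjusted p = 0.000164). EIL1 (log2 0.82, SE 0.11, adjusted p = 0.000598) and EIN3 (log2 0.52, SE 0.13, adjusted p = 0.00940) passed the adjusted p under 2-fold. ETR1 did not pass (log2 0.31, SE 0.11, adjusted p = 0.0520). In that list 4 of 22 genes rose and 2 fell, also adjusted over the list alone. It shares 4 genes with the response list, and the study named 5 of its members. Medians were 0.65 for response genes (camera, adjusted p = 0.0774) and 0.46 for synthesis and signaling (camera, adjusted p = 0.0161, and adjusted p = 0.363 with an estimated correlation). ERS2 and CTR1 no longer passed once the length and GC trend was subtracted, at log2 fold changes of 0.69 and 0.77, and EIN3 no longer passed the adjusted p (0.29, adjusted p = 0.0606). ETR2 was untested without any 1 ACC library because it then missed the expression filter. The ethylene response median was 0.48, 0.71 and 0.16 without ACC replicates 1, 2 and 3. Without ACC replicate 1 or WT replicate 3, 0 response genes were lower, and 1 gene of synthesis and signaling. After the trend was subtracted the synthesis and signaling list had a median of 0.28 with 2 genes higher and 1 lower, and the response list passed with camera (adjusted p = 0.0402, and adjusted p = 0.422 with an estimated correlation).

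Genes of aliphatic glucosinolate synthesis and of jasmonate fell with ACC. Of 16 aliphatic glucosinolate genes 7 fell, also adjusted over the list alone, and 15 had negative fold changes. The regulator gene MYB29 (AT5G07690) was at 2.11 ± 0.536 against 7.14 ± 0.792 FPKM (log2 -1.40, SE 0.15, adjusted p = 0.000172) and the core synthesis gene CYP83A1 (AT4G13770) at 69.5 ± 10.0 against 155 ± 22.7 FPKM (log2 -1.14, SE 0.13, adjusted p = 0.000265). Also lower were the transporter gene BAT5 (AT4G12030) at 1.42 ± 0.101 against 5.02 ± 0.941 FPKM and the oxygenase gene FMOGS-OX1 (AT1G65860) at 1.91 ± 0.419 against 5.81 ± 0.934 FPKM. The list median was -0.89 (camera, adjusted p = 1.37e-09, and adjusted p = 0.301 with an estimated correlation), and 7 genes were lower after the length and GC trend was subtracted. In the jasmonate list 6 of 25 genes fell and 1 rose, also adjusted over the list alone. The repressor gene JAZ7 (AT2G34600) was at 2.55 ± 0.195 against 30.6 ± 4.02 FPKM (log2 -3.15, SE 0.25, adjusted p = 3.66e-05) and JAZ6 (AT1G72450) at 22.1 ± 4.01 against 70.4 ± 8.09 FPKM (log2 -1.63, SE 0.17, adjusted p = 0.000140). CYP94C1 and JAZ5 had log2 fold changes of -1.94 and -1.28 (list median -0.60, camera adjusted p = 5.13e-06, and adjusted p = 0.384 with an estimated correlation). The number of jasmonate genes lower was 9 without WT replicate 3, and the 1 rise was lost without any 1 ACC library or WT replicate 1, and after the trend was subtracted. Anthocyanin genes fell as with the other treatments, 8 of 10, also adjusted over the list alone. LDOX was at 15.9 ± 5.04 against 78.9 ± 36.7 FPKM (log2 -2.16, SE 0.35, adjusted p = 0.00136) and the transferase gene TT19 (AT5G17220) at 13.1 ± 4.69 against 60.6 ± 24.9 FPKM (log2 -2.09, SE 0.40, adjusted p = 0.00296) (list median -1.43, camera adjusted p = 5.01e-06, and adjusted p = 0.433 with an estimated correlation).

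Sulfur deficiency markers fell with ACC, 5 of 10, also adjusted over the list alone. LSU2 was at 32.4 ± 14.4 against 130.3 ± 36.1 FPKM (log2 -2.03, SE 0.27, adjusted p = 0.000502) and LSU3 at 8.98 ± 7.42 against 44.1 ± 23.5 FPKM (log2 -2.37, SE 0.50, adjusted p = 0.00497). LSU1 was at 6.84 ± 3.37 against 34.8 ± 23.8 FPKM (log2 -2.08, SE 0.47, adjusted p = 0.00650) and SDI2 at 9.21 ± 4.51 against 27.9 ± 5.50 FPKM (log2 -1.57, SE 0.25, adjusted p = 0.00136). SDI1 fell from 8.15 ± 3.12 to 3.83 ± 2.64 FPKM with overlapping libraries, a call that was lost without ACC replicates 1 or 3 or WT replicates 1 or 3 and after the length and GC trend was subtracted. The list had a median of -0.83 (camera, adjusted p = 0.00712, and adjusted p = 0.525 with an estimated correlation), and 4 markers were lower after that subtraction. Without ACC replicate 1 the median was -0.54. In the sulfate list 1 of 25 genes rose and 2 fell, also adjusted over the list alone (median -0.14, or -0.26 after the trend was subtracted, camera adjusted p = 0.298). The transporter gene SULTR3;3 was at 5.85 ± 0.428 against 1.87 ± 0.279 FPKM (log2 1.26, SE 0.11, adjusted p = 7.59e-05). APK1, which makes the sulfate donor used in glucosinolate synthesis, was at 5.34 ± 0.977 against 11.7 ± 0.707 FPKM (log2 -1.02, SE 0.14, adjusted p = 0.000676), a call lost without ACC replicate 3 or WT replicate 3 and after the length and GC trend was subtracted. APK2, FRY1 and APR2 were lower under 2-fold (-0.77, -0.76 and -0.77), while SIR1 (0.081) and SULTR1;2 (-0.52) did not pass. Both lists hold genes that the study names, some of them taken from its transcriptomes.

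Photosynthesis genes fell, 8 of 40, also adjusted over the list alone, with 32 negative fold changes. PSAN (AT5G64040), of photosystem I, was at 429 ± 21.6 against 1135 ± 393 FPKM (log2 -1.35, SE 0.21, adjusted p = 0.00107) and the antenna gene LHCB4.2 (AT3G08940) at 219.6 ± 5.45 against 582 ± 175 FPKM (log2 -1.36, SE 0.19, adjusted p = 0.000733). PSBQ2 (AT4G05180) and PSAH2 (AT1G52230) had log2 fold changes of -1.02 and -1.02, and both calls ended without ACC replicate 3 or WT replicate 3 and after the length and GC trend was subtracted. The median of the list was -0.26 (camera, adjusted p = 6.53e-05, and adjusted p = 0.493 with an estimated correlation), and 5 genes were lower without WT replicate 3. The largest rises by the naming rule were AT5G40450 (129 ± 11.3 against 10.4 ± 5.60 FPKM (log2 3.61, SE 0.32, adjusted p = 6.86e-05)), AT2G43150 (3.03), the ethylene response factor gene RAP2.9 (AT4G06746) (2.93) and AT5G65609 (3.60), besides AT5G04238 and AT3G01319. AT3G01319 was listed at 0 in each WT library and at 9.36, 46.7 and 11.0 FPKM in ACC replicates 1, 2 and 3. The AT5G04238 call was lost without ACC replicate 1 or WT replicate 1. The largest falls were the homeobox gene HAT1 (AT4G17460) at 6.31 ± 2.38 against 67.1 ± 16.4 FPKM (log2 -3.25, SE 0.26, adjusted p = 3.72e-05), JAZ7, the kinase gene MAPKKK14 (AT2G30040) (-2.96), AT5G19240 (-2.94), ZF1 (-2.93) and MBP1 (AT1G52040) (-2.73).

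ACC gave the largest count, 769 of 15724 genes, 311 higher and 458 lower. At adjusted p alone the balance turned, with 3197 genes higher and 2075 lower. The higher share was 40.4% with FPKM as deposited and 29.9% after median-ratio scaling. The median fold change was 0.53 above 4000 nt and -0.25 below 700 nt. Without WT replicate 2, 497 genes were higher and 719 lower. Subtracting the length and GC trend gave 593 genes, 234 higher and 359 lower, 468 of them among the 769.

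**Figure D2:**
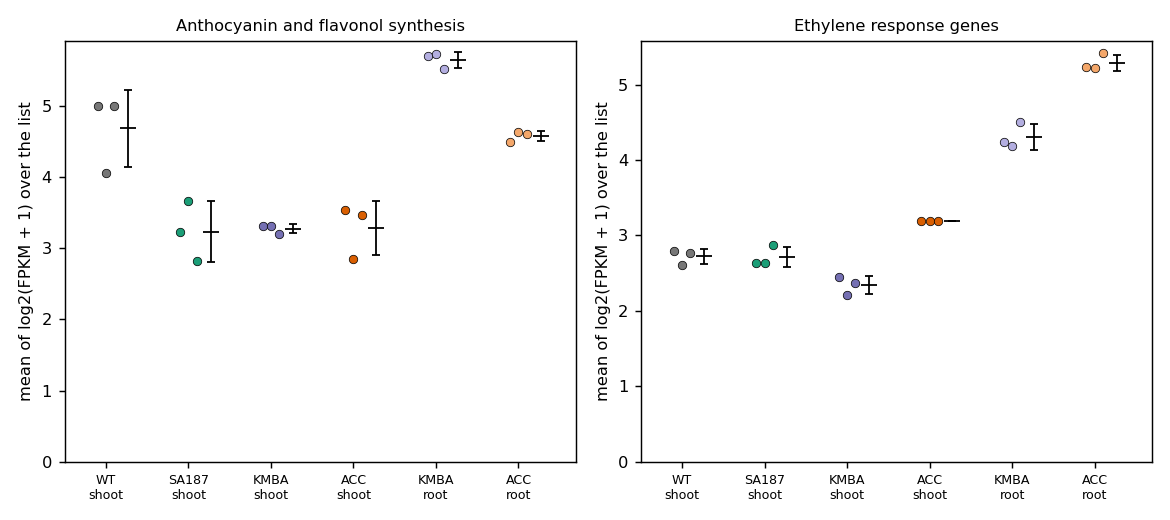
Expression of gene lists by library (vertical axis, mean log2(FPKM + 1) of the measured members, points are libraries, bars are mean ± SD of 3 libraries). In shoots the anthocyanin list had its lowest WT value at 4.07 and its highest treated value at 3.67.

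**Figure D3:**
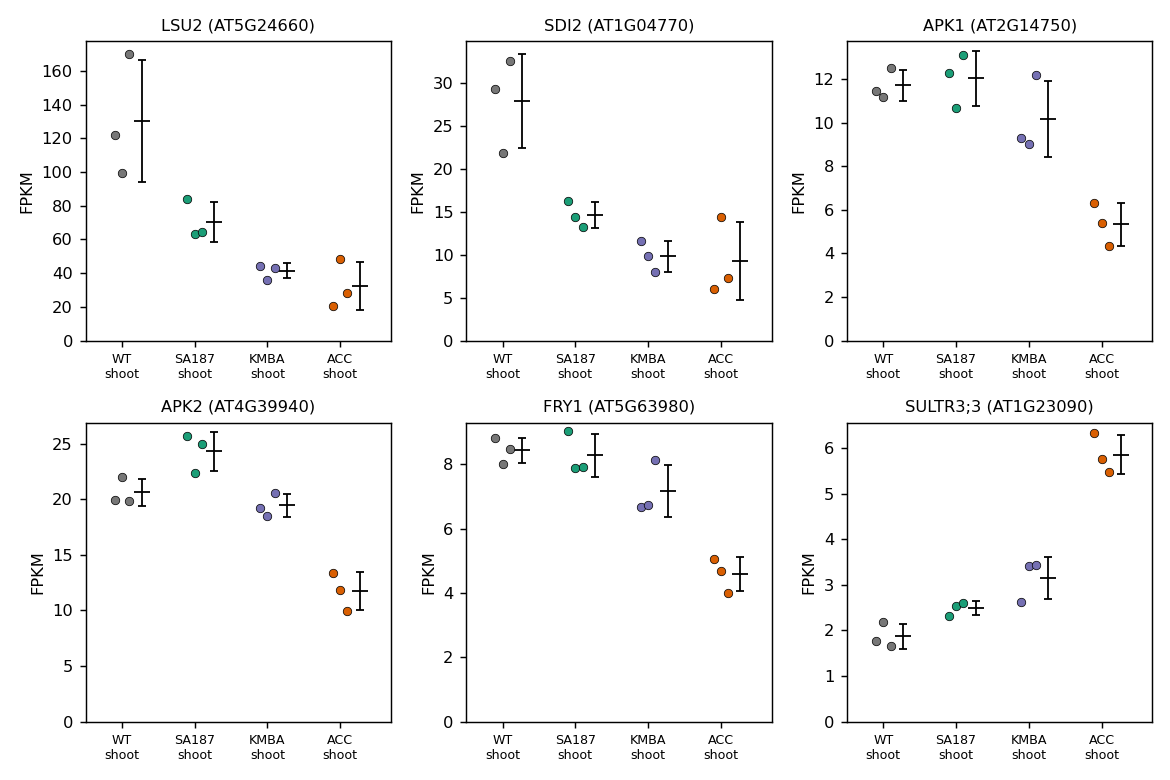
FPKM of sulfur genes in the shoot libraries (vertical axis, FPKM, points are libraries, bars are mean ± SD of 3 libraries). LSU2 was at 130.3 ± 36.1 FPKM in WT and at 70.5 ± 11.9, 41.3 ± 4.45 and 32.4 ± 14.4 FPKM in SA187, KMBA and ACC shoots.

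Many genes differed from WT in the same direction in the 3 treated groups, but these comparisons share the 3 WT libraries, whose smallest values lay apart from the other shoots in all 3. Fold changes correlated across 15724 genes at r = 0.879 for SA187 and KMBA, 0.798 for KMBA and ACC and 0.682 for SA187 and ACC, where unchanged groups simulated against the same controls gave means of 0.671, 0.661 and 0.641 over 100 simulations. Without WT replicate 2 the observed r was 0.925, 0.855 and 0.777, and 0.752 for KMBA and ACC once the length and GC trend was subtracted. Covariances were 0.161, 0.190 and 0.142 against simulated means of 0.0482, 0.0487 and 0.0477, and 3, 1 and 6 of 100 simulations reached the observed value. SA187 and KMBA shared 27 genes higher and 177 lower, where independent lists would share 0.242 and 5.27 and simulated groups shared 9.40 and 12.7 on average. KMBA and ACC shared 63 and 252 (independent lists 2.04 and 11.1, simulated 8.94 and 12.3), and SA187 and ACC 18 and 138 (independent lists 0.732 and 6.32, simulated 8.74 and 11.8). Simulations varied widely: the highest r was 0.987, 0.991 and 0.989, and the most genes shared were 314, 345 and 299 higher and 1015, 951 and 902 lower. As many shared genes were reached in 7, 5 and 6 of 100 simulations for genes higher and in 1, 1 and 1 for genes lower. With 3 controls no split into groups of at least 2 was possible, so the agreement may come in part from the shared controls. In all 3 comparisons 17 genes were higher, among them AT5G40450, and 136 were lower, among them IMA1, IMA2, MBP1 and LHCB2.2.

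**Figure D4:**
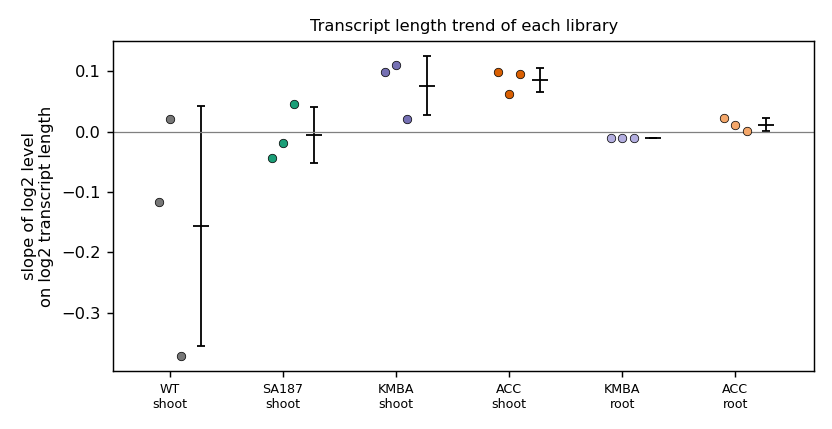
Slope of expression on log2 transcript length for each library, relative to the mean of libraries of the same organ (vertical axis, log2 FPKM per log2 nt, points are libraries, bars are mean ± SD of 3 libraries). WT replicates 1, 2 and 3 lay at -0.12, 0.020 and -0.37, and the WT mean was -0.16 ± 0.20.

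KMBA and SA187 shoots, compared to see whether the compound and the bacterium left different transcriptomes, could not be told apart gene by gene. limma called 0 of 15724 genes, and 741 had an unadjusted p under 0.05 where 786 would by chance. The median 95% interval, with spread pooled over the 4 shoot groups with WT, was ± 0.31 (log2). It is no detection limit and leaves smaller differences open. The largest gaps among list genes were in jasmonate and ethylene response: JAZ7 was at 5.95 ± 0.775 against 20.4 ± 9.38 FPKM (log2 -1.54, SE 0.25, adjusted p = 0.331) and ERF2 at 10.7 ± 4.46 against 24.9 ± 6.50 FPKM (log2 -1.19, SE 0.28, adjusted p = 0.628). These passed adjusted over the list alone (adjusted p = 0.00105 and 0.0135), a pair chosen after its values were seen. LSU2 was at 41.3 ± 4.45 against 70.5 ± 11.9 FPKM (log2 -0.75, SE 0.27, adjusted p = 0.908). With camera the jasmonate list was lower with KMBA (median -0.22, adjusted p = 1.88e-08, and adjusted p = 0.301 with an estimated correlation). So were indolic glucosinolate genes (median -0.36, adjusted p = 3.43e-06, and adjusted p = 0.298 with an estimated correlation) and ethylene response genes (median -0.32, adjusted p = 0.00843, and adjusted p = 0.301 with an estimated correlation). The anthocyanin median was -0.012 (adjusted p = 0.800). Without SA187 replicate 2, 1 gene passed.

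ACC differed more clearly from SA187. Jasmonate genes were lower with ACC, 11 of 25 with 1 higher, also adjusted over the list alone, and ethylene response genes higher, 4 of 12, or 5 adjusted over the list alone. OPR3 (AT2G06050), of jasmonate synthesis, was at 28.4 ± 9.66 against 116 ± 12.2 FPKM (log2 -2.04, SE 0.27, adjusted p = 0.00132), and JAZ7 at 2.55 ± 0.195 against 20.4 ± 9.38 FPKM (log2 -2.50, SE 0.25, adjusted p = 0.000362). EBF2 was at 54.4 ± 8.27 against 20.1 ± 1.45 FPKM (log2 1.39, SE 0.12, adjusted p = 0.000157) and the receptor gene ERS1 (AT2G40940) at 18.6 ± 2.44 against 7.80 ± 1.22 FPKM (log2 1.15, SE 0.14, adjusted p = 0.00102). Of 10 sulfur deficiency markers 2 were lower with ACC, or 3 adjusted over the list alone. LSU2 was at 32.4 ± 14.4 against 70.5 ± 11.9 FPKM (log2 -1.17, SE 0.27, adjusted p = 0.0222) and LSU3 at 8.98 ± 7.42 against 27.1 ± 7.90 FPKM (log2 -1.77, SE 0.50, adjusted p = 0.0477). Of 25 sulfate genes 3 were lower, also adjusted over the list alone, with APK1 at 5.34 ± 0.977 against 12 ± 1.25 FPKM (log2 -1.05, SE 0.14, adjusted p = 0.00175). Medians were -0.96 for jasmonate (camera, adjusted p = 8.88e-16, and adjusted p = 0.202 with an estimated correlation) and 0.77 for ethylene response (camera, adjusted p = 0.0329, and adjusted p = 0.384 with an estimated correlation). They were -0.60 for deficiency markers (camera, adjusted p = 0.000616, and adjusted p = 0.437 with an estimated correlation) and -0.15 for sulfate genes (camera, adjusted p = 0.000788, and adjusted p = 0.384 with an estimated correlation). In total 164 genes were higher and 115 lower, a balance that depended on the setting. Median-ratio scaling gave 128 higher and 155 lower and changed the higher share from 58.8 to 45.2%. With the sequencing pool as a covariate 102 were higher and 140 lower, and without SA187 replicate 2, 119 and 137. The 1 jasmonate gene higher was lost after the length and GC trend was subtracted. The number of all genes higher was 94 without SA187 replicate 1 and 103 without ACC replicate 1.

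ACC and KMBA, an amino acid and a keto acid given at the same dose for the same time, were compared directly. Ethylene response genes were higher with ACC in shoots, 4 of 12, or 5 adjusted over the list alone, and none was lower. EBF2 was at 54.4 ± 8.27 against 24.8 ± 1.35 FPKM (log2 1.1, SE 0.12, adjusted p = 0.00160) and ETR2 at 2.81 ± 0.836 against 0.529 ± 0.0703 FPKM (log2 1.29, SE 0.15, adjusted p = 0.00247). ORA59 was at 3.02 ± 0.957 against 0.630 ± 0.130 FPKM (log2 1.28, SE 0.19, adjusted p = 0.00691) and ERS2, under 2-fold, at 3.50 ± 0.449 against 1.54 ± 0.103 FPKM (log2 0.82, SE 0.10, adjusted p = 0.00262). With the sequencing pool as a covariate the list median was 0.95. Within pool 1 (1 ACC and 2 KMBA libraries) it was 1.02 with 10 of 12 members higher, and within pool 3 (2 ACC and 1 KMBA) 0.93 with 11 of 12 higher. Jasmonate genes were mostly lower with ACC, 7 of 25 with 1 higher, or 7 and 2 adjusted over the list alone. LOX3 was at 9.93 ± 3.04 against 46.7 ± 12 FPKM (log2 -2.13, SE 0.43, adjusted p = 0.0269). AOC1 (AT3G25760) was at 56.9 ± 37.7 against 198 ± 29.0 FPKM, OPR3 at 28.4 ± 9.66 against 85.4 ± 9.89 FPKM and JAR1 at 19.0 ± 4.69 against 48.5 ± 8.83 FPKM. The repressor gene JAZ1 was higher at 21.3 ± 5.48 against 9.33 ± 0.990 FPKM. Of the pattern-triggered immunity genes 2 of 10 were higher, or 3 adjusted over the list alone, namely the flagellin receptor gene FLS2 (AT5G46330) at 20.2 ± 1.49 against 8.98 ± 1.25 FPKM (log2 1.09, SE 0.13, adjusted p = 0.00262) and the indole metabolism gene CYP81F2 (AT5G57220) at 3.74 ± 1.16 against 1.19 ± 0.299 FPKM. Medians were 0.96 for ethylene response (camera, adjusted p = 1.15e-07, and adjusted p = 0.202 with an estimated correlation), -0.74 for jasmonate (adjusted p = 1.98e-10, and adjusted p = 0.275 with an estimated correlation) and 0.92 for immunity (adjusted p = 1.64e-05, and adjusted p = 0.202 with an estimated correlation). The number of ethylene genes higher was 2, 1 and 2 without ACC replicates 1, 2 and 3 and 4, 3 and 3 without KMBA replicates 1, 2 and 3. For jasmonate genes lower it was 0, 7 and 1 without ACC replicates 1, 2 and 3 and 2, 2 and 0 without KMBA replicates 1, 2 and 3, and the 1 higher was lost without ACC replicate 1, KMBA replicate 1 or KMBA replicate 2. EBF2 stayed under 2-fold without ACC replicate 2 (0.98), ETR2 missed the filter without any 1 ACC library, and the CYP81F2 call was lost without any library but ACC replicate 3. After the length and GC trend was subtracted FLS2 ended under 2-fold (0.99) and AOC1 missed the adjusted p (-1.97, adjusted p = 0.0585).

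Aliphatic glucosinolate genes lay lower with ACC than with KMBA as a set, with 15 of 16 fold changes negative, although 1 gene passed both thresholds, also adjusted over the list alone. CYP79F1 (AT1G16410), which starts the core pathway, was at 11.9 ± 5.39 against 36.4 ± 2.14 FPKM (log2 -1.62, SE 0.27, adjusted p = 0.0119), a call lost without KMBA replicates 1 or 3. BCAT4 (AT3G19710) was at 3.95 ± 0.903 against 6.80 ± 0.608 FPKM (log2 -0.67, SE 0.14, adjusted p = 0.0269) (list median -0.57, camera adjusted p = 1.08e-15, and adjusted p = 0.202 with an estimated correlation). BAT5 had a log2 fold change of -1.0 that stayed just under 2-fold, and it passed without ACC replicate 1 or KMBA replicate 1 and after the length and GC trend was subtracted. In the sulfate list 1 of 25 genes was lower, also adjusted over the list alone, and no gene was higher, but that call was lost without any library but ACC replicate 2 (median -0.20, camera adjusted p = 0.000189, and adjusted p = 0.362 with an estimated correlation). APK1 (-0.82), APK2 (-0.69), FRY1 (-0.55) and SULTR3;3 (0.73) passed the adjusted p under 2-fold. No sulfur deficiency marker passed, also adjusted over the list alone, with LSU2 at 32.4 ± 14.4 against 41.3 ± 4.45 FPKM (log2 -0.42, SE 0.27, adjusted p = 0.479) and LSU1 at 6.84 ± 3.37 against 12.4 ± 3.98 FPKM (log2 -0.85, SE 0.47, adjusted p = 0.396). As a set the markers lay lower with ACC, 9 of 10 with a negative fold change (median -0.30, camera adjusted p = 0.0104, and adjusted p = 0.559 with an estimated correlation). No anthocyanin gene passed (median -0.042, camera adjusted p = 0.700). The same pooled median 95% interval of ± 0.31 leaves smaller differences open.

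Between ACC and KMBA shoots 125 of 15724 genes passed, 79 higher and 46 lower with ACC. The largest rises were AT3G15356 at 40.2 ± 18 against 4.80 ± 0.897 FPKM (log2 2.73, SE 0.35, adjusted p = 0.00316), AT4G12490 (2.65), the glutaredoxin gene GRX480 (AT1G28480) (2.63), AT1G15125 (2.49), the cell wall gene XTH19 (AT4G30290) (2.17) and AT5G57760 (2.17). The largest falls, besides LOX3 and AOC1, were AT1G66100 (-2.37), NUDT8 (AT5G47240) (-2.06), AT1G66760 (-1.91) and the methyltransferase gene FAMT (AT3G44860) (-1.87). Without ACC replicates 1, 2 and 3, 51, 120 and 94 genes passed, and without KMBA replicates 1, 2 and 3, 77, 61 and 64. Of 21 named genes that passed, 11, 3 and 5 were lost without ACC replicates 1, 2 and 3 and 7, 7 and 9 without KMBA replicates 1, 2 and 3.

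**Figure D5:**
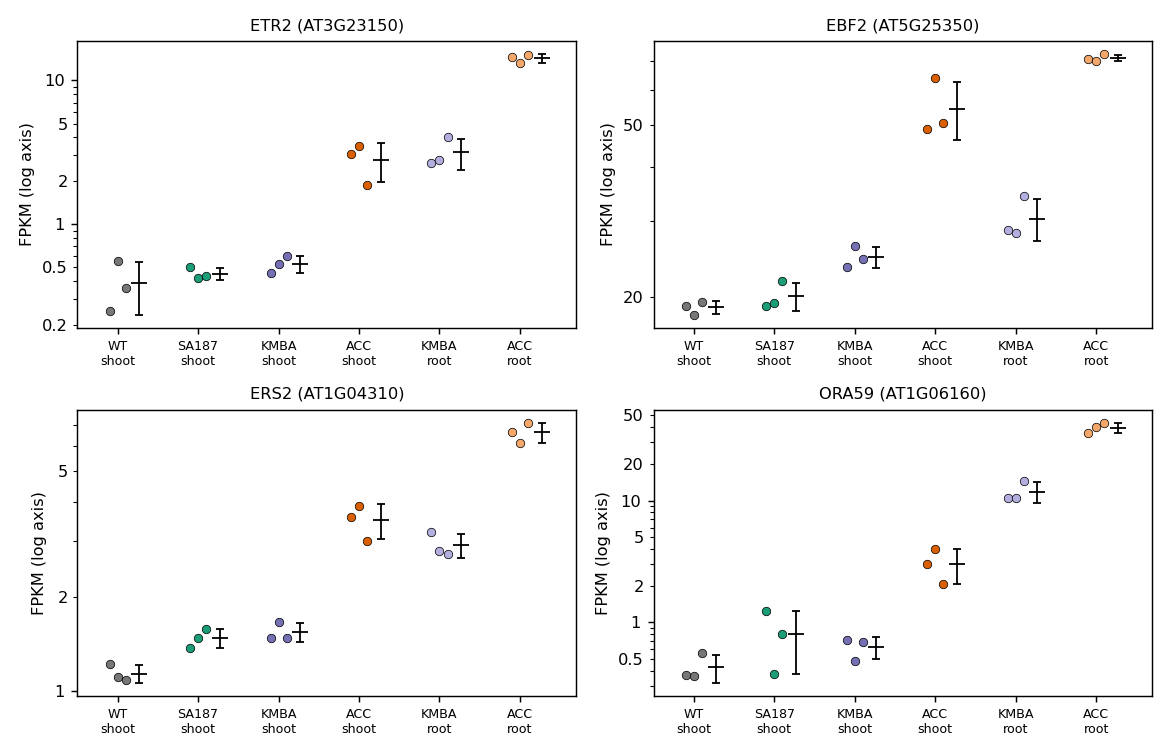
FPKM of ethylene genes in each library (vertical axis, FPKM on a log axis, points are libraries, bars are mean ± SD of 3 libraries). EBF2 was at 54.4 ± 8.27 FPKM in ACC shoots and 24.8 ± 1.35 FPKM in KMBA shoots, and at 71.3 ± 1.23 and 30.3 ± 3.42 FPKM in ACC and KMBA roots.

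In roots, ethylene response genes were again higher with ACC than with KMBA, 6 of 12, also adjusted over the list alone. The chitin-binding defense gene HEL (AT3G04720) was at 1558 ± 239.5 against 383 ± 62.0 FPKM (log2 2.02, SE 0.16, adjusted p = 0.000860) and ETR2 at 14.2 ± 0.941 against 3.15 ± 0.769 FPKM (log2 1.89, SE 0.13, adjusted p = 0.000639). ORA59 was at 39.7 ± 3.96 against 11.8 ± 2.33 FPKM (log2 1.68, SE 0.14, adjusted p = 0.000868) and EBF2 at 71.3 ± 1.23 against 30.3 ± 3.42 FPKM (log2 1.21, SE 0.088, adjusted p = 0.000696). EIL1 passed the adjusted p under 2-fold (log2 0.43, SE 0.060, adjusted p = 0.00523), whereas ETR1, EIN3 and SLIM1 did not pass. Across the list the median was 1.05 (camera, adjusted p = 9.63e-07, and adjusted p = 0.433 with an estimated correlation). Anthocyanin genes were lower with ACC, 7 of 11, also adjusted over the list alone. UF3GT (AT5G54060) was at 9.01 ± 0.732 against 26.0 ± 2.28 FPKM (log2 -1.43, SE 0.089, adjusted p = 0.000517) and LDOX at 20.2 ± 3.53 against 57.8 ± 2.18 FPKM (log2 -1.49, SE 0.12, adjusted p = 0.000871) (median -1.18, camera adjusted p = 6.64e-10, and adjusted p = 0.275 with an estimated correlation). Each root group was sequenced in its own pool and lane, so compound and pool cannot be told apart in roots.

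Photosynthesis transcripts, low in roots, were lower with ACC in 37 of 38 genes, of which 2 passed both thresholds, also adjusted over the list alone, and 25 the adjusted p. PSBS (AT1G44575) was at 6.75 ± 0.900 against 13.1 ± 0.587 FPKM (log2 -0.87, SE 0.10, adjusted p = 0.00257) and PSAL (AT4G12800) at 13.4 ± 0.760 against 20.6 ± 0.783 FPKM (log2 -0.59, SE 0.069, adjusted p = 0.00308) (median -0.49, camera adjusted p = 1.64e-15, and adjusted p = 0.422 with an estimated correlation). Root hair genes lay higher with ACC, where 1 of 9 passed, also adjusted over the list alone: the wall protein gene PRP1 (AT1G54970), at 47.1 ± 9.89 against 14.1 ± 4.66 FPKM (log2 1.70, SE 0.24, adjusted p = 0.00555). LRX1 (AT1G12040), EXPA18 (AT1G62980) and RHD6 (AT1G66470) had log2 fold changes of 0.70, 0.60 and 0.36 (median 0.39, camera adjusted p = 0.00155, and adjusted p = 0.525 with an estimated correlation). The root hair list shares 2 genes with the root marker list. Of 6 hypoxia genes 1 was lower, also adjusted over the list alone, the fermentation gene PDC1 (AT4G33070) at 7.37 ± 1.34 against 28.9 ± 5.94 FPKM (log2 -1.83, SE 0.17, adjusted p = 0.00148). HRA1 (AT3G10040) and ADH1 (AT1G77120) had log2 fold changes of -0.87 and -0.44 (median -0.54, camera adjusted p = 0.00843, and adjusted p = 0.462 with an estimated correlation). No indolic glucosinolate gene passed both thresholds, and 8 of 12 passed the adjusted p. The regulator gene MYB34 (AT5G60890) was at 23.8 ± 3.23 against 42.7 ± 3.31 FPKM and IGMT2 (AT1G21120) at 6.36 ± 0.225 against 13.4 ± 1.09 FPKM (log2 -0.97, SE 0.076, adjusted p = 0.000790), which passed without KMBA root replicate 2 (median -0.46, camera adjusted p = 0.000215, and adjusted p = 0.389 with an estimated correlation). That list shares 4 genes with the immunity list.

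Sulfur genes differed by less than 2-fold between the root groups. In the sulfate list 2 of 25 genes were higher and 4 lower on adjusted p, led by SERAT2;1 (AT1G55920), of cysteine synthesis, at 111 ± 3.11 against 64.7 ± 1.46 FPKM (log2 0.77, SE 0.066, adjusted p = 0.00110) and SULTR1;2 at 24.4 ± 2.53 against 41.8 ± 1.69 FPKM (log2 -0.75, SE 0.087, adjusted p = 0.00302) (median -0.15, or -0.089 without ACC root replicate 1, camera adjusted p = 0.379). APK1, APK2, LSU2 and SDI1 had log2 fold changes of -0.60, -0.64, -0.57 and -0.59 with adjusted p under 0.05, LSU2 no longer passed it after the length and GC trend was subtracted (adjusted p = 0.0910), and SDI1 went untested without any 1 KMBA root library. LSU1, LSU3, LSU4, APR2, SIR1, FRY1 and LQY1 did not pass, and CHAT and GGCT2;1 missed the expression filter.

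Between the root groups 216 of 17169 genes passed, 98 higher and 118 lower with ACC, and the median 95% interval of a gene was ± 0.21. The largest rises were AT4G33720 at 1657 ± 101 against 67.6 ± 37.9 FPKM (log2 4.74, SE 0.34, adjusted p = 0.000696), AT5G19890 (4.43), AT1G49570 (3.52), AT1G15125 (3.27), the thioredoxin gene TH8 (AT1G69880) (2.74) and AT5G20820 (2.65). The largest falls were led by cytochrome P450 genes, CYP93D1 (AT5G06900) at 0.750 ± 0.0938 against 15.9 ± 4.84 FPKM (log2 -3.23, SE 0.19, adjusted p = 0.000517), CYP712A2 (AT5G06905) (-3.15), CYP712A1 (AT2G42250) (-2.96) and CYP76G1 (AT3G52970) (-2.95), with AT1G52820 (-3.22) and AT1G15540 (-3.17). CYP93D1, CYP712A2, CYP76G1 and AT1G15540 went untested without any 1 KMBA root library, since they then missed the expression filter, and the other 18 named genes that passed did so in each leave-out.

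Whether ACC and KMBA differed otherwise in roots than in shoots was tested as an interaction, for which limma gave 1895 of 18357 genes at adjusted p under 0.05, 537 more positive and 1358 more negative in roots. Aliphatic glucosinolate genes were relatively higher with ACC in roots, 12 of 16, or 13 adjusted over the list alone (median 0.75, camera adjusted p = 8.50e-13, and adjusted p = 0.301 with an estimated correlation). Of the 12, 4 (MYB29, CYP79F1 and FMOGS-OX1 among them) missed the expression filter in roots, so for them the difference largely restates the change in shoots, and in roots alone 0 of 12 members rose, also adjusted over the list alone (median 0.23, camera adjusted p = 0.0691). Also relatively higher were 11 of 26 jasmonate genes with 3 lower, also adjusted over the list alone (median 0.45, camera adjusted p = 0.000178, and adjusted p = 0.422 with an estimated correlation), although 5 of the higher, LOX3 and AOC1 among them, and 1 of the lower missed that filter in roots. Anthocyanin genes were relatively lower, 8 of 11, or 10 adjusted over the list alone (median -1.24, camera adjusted p = 3.53e-07, and adjusted p = 0.379 with an estimated correlation). So were 7 of 20 salicylate genes, or 16 with 2 higher adjusted over the list alone (median -0.61, camera adjusted p = 9.46e-06, and adjusted p = 0.202 with an estimated correlation). Of the 7, 4 missed the filter in roots and 2 in shoots, so for these the difference largely restates the change in the other organ. Of ethylene response genes 2 were higher, and of synthesis and signaling 3 higher and 3 lower, some untested in 1 organ. EBF2, ETR2, ERS2 and HEL did not pass (log2 0.11, 0.59, 0.15 and 0.20, adjusted p = 0.719, 0.121, 0.535 and 0.648). Their SE were 0.15, 0.22, 0.13 and 0.22, leaving differences of this size open. The count over all genes was 1227 without ACC root replicate 2 and 1241 and 1265 without KMBA root replicates 1 and 3.

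The organ labels were checked by comparing the 6 roots with the 6 shoots. All 40 photosynthesis genes were lower in roots (median -5.04), 11 of 12 root markers higher (median 3.94) and 9 of 9 root hair genes higher (median 3.91), with the same counts adjusted over each list alone. Of 18357 genes 4329 were higher and 2487 lower. Median-ratio scaling moved the median of all genes from 0.39 to 0.12 and the higher share from 63.5 to 53.3%.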

Values the study reported

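The study reports 813 genes lower and 89 higher in SA187 shoots, 910 lower and 178 higher in KMBA shoots, and 1,684 lower and 283 higher in ACC shoots, at q of 0.05 and a fold over 2. For roots it reports 343 lower and 85 higher with KMBA and 968 lower and 322 higher with ACC. Replicates are given R² values above 0.87 and up to 0.98. Where these counts are tabulated the treatment heads follow the text, while the comparisons written beneath them exchange KMBA and ACC, and the text is followed here.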

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

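The tests of tissue carryover and of the splits of the samples in this part were chosen after the results were seen. Of 79 named genes tested for a different ACC against KMBA change in roots than in shoots, 48 differed at adjusted p under 0.05 (limma interaction), 22 more positive and 26 more negative in roots, against 1895 of 18357 among all genes. Many were named for a large ACC against KMBA change in 1 organ, which favours a difference between organs, so the share among them is not a test. On the log2 scale the more negative ones were GRX480 -3.50, AT1G52820 -3.43, AT1G15540 -3.25, CYP93D1 -3.21, CYP712A2 -3.13, CYP712A1 -3.11, IGMT2 -3.0, CYP76G1 -2.96 and XTH19 -2.25. Smaller differences were PDC1 -2.10, AT4G12490 -1.87, AT5G57760 -1.83, CYP81F2 -1.75, JAZ1 -1.46, LDOX -1.38, TT7 -1.36, UF3GT -1.24 and 5MAT -1.13. The remaining negative ones were FLS2 -1.05, WRKY33 (AT2G38470) -0.99, HRA1 -0.98, PSBS -0.74, ADH1 -0.73, LBD41 (AT3G02550) -0.67, SULTR3;3 -0.54 and PSAL -0.49.

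More positive in roots were AT4G33720 4.72, AT5G19890 4.41, AT1G49570 3.52, TH8 2.40, AT1G66100 2.37, AT5G20820 2.11, LOX3 2.07 and AOC1 1.97. They were followed by NUDT8 1.90, FAMT 1.81, PRP1 1.70, CYP79F1 1.61, OPR3 1.61, AT1G66760 1.46 and BCAT4 1.15. The smallest were JAR1 1.12, BAT5 1.02, FMOGS-OX1 0.83, CHAT 0.74, LRX1 0.66, SIR1 0.65 and EXPA18 0.60. Several of these genes, AOC1 and AT4G33720 among them, averaged under 1 FPKM in both groups of 1 organ, and pool is confounded with compound in roots. Of 100 splits of the samples 2 gave as many genes as the real 1895, the real one included, and the highest other gave 4177. That split exchanged the ACC and KMBA labels within 1 organ, so it measured the change common to both organs. The rest, 962 at most, mix both compounds within an organ, so they cannot exclude chance.

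Photosynthesis genes were higher in KMBA than in ACC roots in 37 of 38 members. Carryover of shoot tissue would need 0.959% of the shoot level, and 11 of 189 genes at 200 FPKM or more in shoots stayed well below that need in each KMBA root library. The lowest, AT1G23130, was at 407 FPKM in KMBA shoots and reached 0.00552% of that level in KMBA roots, which argues against shoot tissue in the root samples as the whole cause. The sequencing pool cannot be told apart from the compound, since 0 pools held libraries of both root groups. A plant response to the compound may also account for the difference and was not tested.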

How the results depend on the processing

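The length and GC trend subtraction and the treatment of isolated zeros were chosen after the results were seen, and the other settings were planned. Across alternatives and left-out libraries 57 of 248 counts moved by over 1.5 times. Of 7931 gene values 7508 stayed on the same side of the threshold, 317 no longer passed and 106 newly passed, and of 2629 list values 2508 stayed, 50 no longer passed and 71 newly passed. None changed direction among called values, and 4 of 34 correlations of fold changes moved, 3 of them without WT replicate 2.

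A pseudocount of 0.1 gave 62 genes higher with SA187 and 225 with KMBA, 599 and 700 higher and lower with ACC, 263 and 180 for ACC against SA187, 74 lower for ACC against KMBA shoots and 188 and 203 for roots. Without a filter 19 and 121 genes were higher and lower with SA187, and 27 lower for ACC against KMBA shoots. With the length and GC trend removed they were 62 and 143 with SA187, and 226 lower with KMBA. Fitting only the 2 groups compared gave 1 and 9 for SA187, 65 and 227 for KMBA and 133 higher for ACC against KMBA shoots. The pool as a covariate gave 102 higher for ACC against SA187, and zeros beside high values as missing gave 1 higher for KMBA against SA187. At adjusted p alone the counts against WT were 268 and 689, 1493 and 1729 and 3197 and 2075.

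Leaving out 1 library at a time gave ranges of 1 to 110 higher and 11 to 615 lower for SA187, 59 to 222 and 209 to 765 for KMBA and 271 to 497 and 355 to 719 for ACC against WT. The highest counts came without WT replicate 2 in each of these. Ranges were 0 to 0 and 0 to 1 for KMBA against SA187 (1 without SA187 replicate 2), 94 to 156 and 78 to 137 for ACC against SA187, 32 to 73 and 15 to 47 for ACC against KMBA shoots, 84 to 103 and 93 to 124 for roots, and 1227 to 1985 for the organ difference.

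Pairing by replicate number stays open. In 7 comparisons that share libraries, same-numbered ones correlated at -0.13 to 0.39. A library correlated best with its own number in 21 of 42 cases (chance rate not computed). With the replicate block the counts higher and lower were 38 and 241, 107 and 396 and 316 and 465 against WT, 0 and 0 for KMBA against SA187, 184 and 114 for ACC against SA187, 89 and 46 for ACC against KMBA shoots and 102 and 122 for roots, 2206 for the organ difference and 6817 for roots against shoots.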

Other observations

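The tests in this part were chosen after the results were seen, and so were SPX1, GSTF6, ORE1 and PYK10. Of 4 phosphate starvation genes 1, 2 and 1 fell with SA187, KMBA and ACC, and the list did not pass as a set (camera, adjusted p = 0.129, 0.0842 and 0.0685, medians -0.55, -0.83 and -0.71 with SA187, KMBA and ACC and -0.16 between root groups). SPX1 (AT5G20150), a phosphate sensor gene, was at 11.7 ± 5.32 FPKM in WT and 3.3 ± 0.269, 4.58 ± 0.666 and 3.49 ± 0.675 FPKM with SA187, KMBA and ACC. Of 7 heat shock genes 2 rose with ACC in shoots (camera for the list, adjusted p = 0.433), and 1 of 6 was lower with ACC than with KMBA in roots (camera, adjusted p = 0.00498, and adjusted p = 0.470 with an estimated correlation), with medians 0.39, 0.33 and 0.82 with SA187, KMBA and ACC and -0.55 between root groups. Of reactive oxygen and glutathione genes 1, 2 and 1 of 25 fell (medians -0.24, -0.24 and -0.073 with SA187, KMBA and ACC and -0.087 between root groups), and GSTF6 (AT1G02930), a glutathione transferase gene, was at 177 ± 121 FPKM in WT and 32.2 ± 8.14 FPKM with SA187. Once the length and GC trend was subtracted the reactive oxygen median was -0.10 with SA187 and -0.091 with KMBA, and 1 phosphate gene was lower with KMBA.

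Methionine and salvage genes moved little, 1 of 18 lower with KMBA and 1 with ACC (medians -0.047, 0.044 and -0.13 with SA187, KMBA and ACC and -0.0069 between root groups). Senescence genes had medians -0.21, -0.33 and -0.13 with SA187, KMBA and ACC and -0.23 between root groups, and ORE1 (AT5G39610) rose with ACC against KMBA in roots (12.3 ± 2.95 against 3.50 ± 1.05 FPKM). After the length and GC trend was subtracted the senescence median was -0.076 with SA187, -0.15 with KMBA and -0.13 between root groups, and 0 methionine genes were lower with KMBA and 0 with ACC. No cell division gene was called (medians -0.078, 0.061 and -0.14 with SA187, KMBA and ACC and 0.066 between root groups), nor any of the 5 reference genes (medians 0.17, 0.40 and 0.42 with SA187, KMBA and ACC and 0.11 between root groups). Of 9 flower markers 0 passed the expression filter, and root hair genes were unmeasured in shoots. PYK10 (AT3G09260), an endoplasmic reticulum body gene, was listed at 0, 821 and 965 FPKM in KMBA root replicates 1, 2 and 3 and at 434, 598 and 553 FPKM in ACC roots.

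Where anthocyanin genes were lower in SA187, KMBA and ACC shoots than in WT, the weakest of the list medians was -1.34 after the length and GC trend was removed, -1.14 when each WT library was left out in turn, and -1.25 for SA187 and KMBA with pool 1 alone (3 WT, 3 SA187 and 2 KMBA libraries). ACC had 1 library in that pool, so its median was taken with the pool as a covariate (-1.15, median SE 0.35). These values argue against the trend, 1 WT library alone, or the pool as the whole cause. WT replicates 1 and 3 were not left out together. Treatment cannot be told from these, or all WT libraries, prepared, sequenced to a lower depth or processed apart. This bears on each comparison with WT. 0 of 3 WT libraries had smallest values within the range of the other shoots (0.115 to 0.136 against 0.0356 to 0.0581). A treatment response may explain the pattern. A difference in harvest time, not tested, stays open. Mean log2(FPKM + 1) of clock genes was 3.88 to 4.36 in WT and 3.45 to 3.77 in other shoots.

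Ethylene response genes were higher with ACC than with KMBA. In shoots the list median was 0.95 with the pool as a covariate (median SE 0.23), and 0.88 after the length and GC trend was removed, which argues against the sequencing pool and the trend as the whole cause. Conversion of ACC to ethylene is a candidate explanation and was not measured. In roots 0 pools held both groups, so pool and compound cannot be told apart.

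For comparisons of 3 libraries with 3, the 10 splits of the samples are too few for a share under 0.05. The real split gave 254 genes for SA187, 485 for KMBA and 769 for ACC against WT, and the highest other split 0, 1 and 3. In ACC against SA187 shoots it gave 279 against 1, in ACC against KMBA shoots 125 against 0, in roots 216 against 1, and in each of these 1 split of 10 was as large. All 10 splits of KMBA and SA187 shoots gave 0. For roots against shoots 1 of 100 splits reached 6816, the real one, and the highest other gave 4261, so chance can be excluded there.

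With SA187, 37 genes were higher and 217 lower, with KMBA 103 and 382, and with ACC 311 and 458. The study used Cuffdiff, so the counts are not directly comparable. Those lower are all under the study's. Those higher are under it for SA187 and KMBA and above it for ACC, and each turns under other settings. Without WT replicate 2, 110 genes were higher with SA187 and 222 with KMBA, and 225 with KMBA at a pseudocount of 0.1, above the study. With ACC 235 were higher with median-ratio scaling, 234 with the length and GC trend removed, and 273 and 271 without WT replicate 3 and ACC replicate 1, below the study. KMBA and ACC follow the study's text, but its tabulated comparisons exchange them.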
